# Identification of the Factor That Leads Human Mesenchymal Stem Cell Lines into Decellularized Bone

**DOI:** 10.3390/bioengineering9100490

**Published:** 2022-09-21

**Authors:** Anri Koyanagi, Iichiroh Onishi, Karin Muraoka, Ikue Sato, Shingo Sato, Tsuyoshi Kimura, Akio Kishida, Kouhei Yamamoto, Masanobu Kitagawa, Morito Kurata

**Keywords:** bone marrow niche, mesenchymal stem cells, decellularized bone marrow, CRISPR SAM activation library

## Abstract

Hematopoiesis is maintained by the interaction of hematopoietic stem cells (HSCs) and bone marrow mesenchymal stem cells (MSCs) in bone marrow microenvironments, called niches. Certain genetic mutations in MSCs, not HSCs, provoke some hematopoietic neoplasms, such as myelodysplastic syndrome. An in vivo bone marrow niche model using human MSC cell lines with specific genetic mutations and bone scaffolds is necessary to elucidate these interactions and the disease onset. We focused on decellularized bone (DCB) as a useful bone scaffold and attempted to induce human MSCs (UE7T-9 cells) into the DCB. Using the CRISPR activation library, we identified *SHC4* upregulation as a candidate factor, with the *SHC4* overexpression in UE7T-9 cells activating their migratory ability and upregulating genes to promote hematopoietic cell migration. This is the first study to apply the CRISPR library to engraft cells into decellularized biomaterials. *SHC4* overexpression is essential for engrafting UE7T-9 cells into DCB, and it might be the first step toward creating an in vivo human–mouse hybrid bone marrow niche model.

## 1. Introduction

The bone marrow niche is defined as a local tissue microenvironment that maintains and regulates hematopoietic stem cells (HSCs). Many previous studies have suggested that mesenchymal stem cells (MSCs) and vascular endothelial cells maintain HSCs and regulate their proliferation and differentiation in the bone marrow niche [1,2,3,4]. The bone marrow niche has been rapidly elucidated in recent years by next-generation sequencing and cell analysis techniques [5]. 

In order to analyze the bone marrow niche, many studies have attempted to develop humanized hematopoietic models, such as patient-derived xenograft (PDX) and humanized ossicle (hOss), which are small human bone organs with structures and functions similar to mouse bones [6,7]. PDX models need to collect patient-derived cells and have difficulty preparing cells with genetically equivalent conditions. HOss models require bone marrow-derived MSCs (BM-MSCs) to differentiate osteogenic lineages and be seeded onto scaffold material prior to the implantation of HSCs.

In recent years, various biomaterials have been generated by the recellularization of cells into the skeleton of decellularized extracellular matrices (dECM) [8]. We focused on porcine decellularized bone (DCB) as a scaffold, which is categorized as a dECM. Hashimoto et al. reported that the subcutaneous transplantation of DCBs into rats established hematopoietic tissue in DCBs without provoking an immune response [9]. According to Nakamura et al., sodium-dodecyl-sulfate (SDS)-treated DCB, stripped of reticular and adipose tissues, lacks long-term HSCs in vivo, which can be found in high hydrostatic pressure-treated DCBs, which were used in our study [10]. Unlike the hOss model, there is no need to wait for seeded BM-MSCs to differentiate into osteogenic lineages. DCB with reticular and adipose tissue is the scaffold of choice to create a microenvironment for hematopoiesis.

Myelodysplastic syndrome (MDS) is a hematological neoplasm in which abnormal HSCs with genetic mutations proliferate. Recent studies have reported that more MSCs are in contact with HSCs in MDS [11]. Genetic abnormalities, such as the *DICER1* mutation in MSCs, not HSCs, may induce MDS [11,12,13]. Mian et al. cultured MDS patient-derived HSCs and MSCs in gelatin sponge, transplanted them into mice, and showed a sustained human MDS niche in vivo [14]. Patient-derived samples are heterogeneous for each patient. To analyze the disease onset of human MDS in the bone marrow niche, it is necessary to prepare hMSCs with identical genetic abnormalities, induct them to certain scaffolds, and transplant them to mice. We hypothesize that DCB is an appropriate biomaterial because it enables the analysis of the interactions of hMSCs and mouse hematopoietic cells without adding any cytokines or differentiation factors.

We hypothesized that if genetically engineered human MSCs (hMSCs) were introduced and grown on DCBs, the subcutaneous implantation of these DCBs in mice could recapitulate the human–mouse hybrid bone marrow niche that could support the interaction of hMSCs and mouse hematopoietic cells.

The induction of hMSCs into DCB was difficult. We first cultured UE7T-9 cells (human bone marrow-derived MSC cell line) on DCB, but failed to achieve intraosseous expansion (Supplementary Figure S1A,B). Nakamura et al. demonstrated that culturing human bone marrow stem cells with DCB at 4 °C reduced their cell adhesive capacity and allowed them to infiltrate the reticular tissue within DCB in the short term. However, the distance of cell infiltration decreases with the days in culture, suggesting that the long-term engraftment of human bone marrow stem cells into DCB is very difficult [15]. Introducing hMSCs into DCBs is the very important first step toward establishing a hybrid bone marrow niche in vivo.

We used the clustered, regularly interspaced short palindromic repeats Synergistic Activation Mediator library (CRISPR SAM library). The CRISPR library is a gene-editing technology that has been used for research worldwide [16,17]. The CRISPR SAM library enables the overexpression of target genes using dCas9 (Cas9 with the catalytic domain deactivated) and MS2-p65-HSF1 protein [18]. Using this system, the CRISPR SAM library can upregulate genes randomly induced by sgRNAs and identify the genes by sequencing the selected sgRNA after selection.

To recapitulate the infiltration of hMSCs into DCB, we sought to identify the factors that promote the progression of UE7T-9 cells into DCB using the CRISPR SAM Library. We validated the identified genes that would promote UE7T-9 cell integration in DCB.

## 2. Materials and Methods

### 2.1. Cell lines and Cell Culture

Human mesenchymal stem cells (UE7T-9 cells) were purchased from the Japanese Cancer Research Bank (JCRB, Osaka, Japan) cell bank in 2014 (https://cellbank.nibiohn.go.jp/~cellbank/cgi-bin/search_res_det.cgi?ID=3821, accessed on 2 May 2022). Human embryonic kidney cells (HEK 293T) were also purchased from JCRB. UE7T-9 cells and HEK 293T cells were maintained with Dulbecco’s modified Eagle’s medium (D-MEM, Fujifilm) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, Walthum, MA, USA) and penicillin/streptomycin (Thermo Fisher Scientific, Walthum, MA, USA), incubated at 37 °C with 5% CO_2_. D-MEM was used as the culture medium throughout the experiments.

### 2.2. Transfection of SAM Library into Cell Lines

To transduce the lentivirus, HEK 293T cells (5 × 10^5^ cells/well) were seeded in a six-well cell culture plate for one day before transfection. The next day, 3 µg of lentivirus plasmid was transfected with 1 µg of pMD2.G and 2 µg of pCMV using Lipofectamine™ 3000 Reagent (Thermo Fisher Scientific, Walthum, MA, USA), according to previous work [19]. Twelve hours after transfection, the medium was changed to fresh DMEM. The virus supernatant was harvested 48 h after transfection and then filtered with Millex™ -HP 0.45 µm (Merck, Kenilworth, NJ, USA). The target HEK 293T cells (5 × 10^5^ cells/well) and UE7T-9 cells (2 × 10^5^ cells/well) were seeded in a six-well cell culture plate one day prior to transduction. The cells were transduced with this lentivirus supernatant with 5 µg/mL polybrene (Sigma-Aldrich, MO, USA). Transduction was performed using spin infection followed by 30 min of centrifugation at 4680 rpm. The lentiviral plasmids were lentiMPHv2 (Addgene, #89308, MA, USA), lenti-dCAS-VP64_blast (Addgene, #61425), and lentiSAMv2 (Addgene, #61597) [17]. First, lentiMPHv2 was transduced into HEK 293T and UE7T-9 cells, and transduced cells were selected using hygromycin B for 2 weeks. Then, lenti-dCAS9-VP64 was induced in MPH-expressing HEK 293T cells and UE7T-9 cells, and selected by Blasticidin (10 μg/mL, Thermo Fisher Scientific, Walthum, MA, USA) for 2 weeks. MPH-dCas9-VP64-expressing HEK 293T and UE7T-9 cells were applied to further experiments. The CRISPR-activated library, lenti-SAMv2, was also transduced into MPH-dCas9-VP64-expressing UE7T-9 cells. Although the multiplicity of infection (MOI) is usually set to 1 or less, in this study, we allowed duplicate infections (MOI > 1) because our goal was to invade DCB. We then performed selections with zeocin (300 μg/mL, Thermo Fisher Scientific, Walthum, MA, USA) for 2 weeks.

### 2.3. DCB Formation

Bone preparation was performed as described in a previous report [8,13]. Fresh pig femurs and ribs were obtained from a local slaughterhouse (Tokyo Shibaura Shipbuilding, Tokyo, Japan). Femurs (compact bones) and costae (trabecular bones) were cut into small pieces (4 × 4 × 3 mm) and washed in phosphate buffered saline (PBS) (Invitrogen, Tokyo, Japan) containing penicillin (100 units/mL) and streptomycin (100 μg/mL). The bone/marrow was filled with PBS and sealed in a plastic pack to prevent implosion and leakage during the pressure application. The cells were dissociated by hydrostatic pressurization at 980 MPa and 30 °C for 10 min using a cold isostatic pressurizer (Dr. CHEF, Kobe Steel, Ltd., Hyogo, Japan). Pressurization and decompression were performed at 65.3 MPa/min, and propylene glycol was used as the permeate. The cells were then washed with saline containing DNase I (0.2 mg/mL) (Roche Diagnostics, Tokyo, Japan) antibiotic for 3 weeks at 37 °C with continuous slow shaking, and then treated with 80% v/v EtOH at 37 °C for 7 days. After washing and shaking with PBS again, they were stored at 4 °C.

### 2.4. Cell Culture on DCB and Histological Evaluation

To evaluate infiltration into DCB, HEK 293T cells and UE7T-9 cells (1.0 × 10⁵ cells/well) were cultured on DCB for 3 or 8 weeks. After culture, the cells were fixed in 10% neutral buffered formalin for 1 day and demineralized in 18.5% EDTA solution (Pharma, Tokyo, Japan) for 1 day. Then paraffin-embedded sections were prepared, and hematoxylin-eosin staining of thin sections (3 μm) was performed. We photographed stained sections with a NanoZoomer S210 virtual slide scanner (Hamamatsu Photonics, Shizuoka, Japan) and measured distances using NDP.view2 (Hamamatsu Photonics K.K., Hamamatsu, Japan).

### 2.5. DNA Sequence Analysis

Paraffin-embedded sections prepared as described in the section “Cell culture on DCB and histological evaluation” were thinly sliced at 10 μm. For five sections of DCB with surface cells removed, we added 0.5 mL of DEXPAT (TaKaRa, Shiga, Japan), heated at 100 °C for 10 min, and centrifuged at 4 °C at 12,000 rpm for 10 min. The aqueous layer portion was collected, avoiding the paraffin thin film, and then purified with Wizard SV Gel & PCR Clean-up System (Promega, Madison, WI, USA ). For gRNA detection, PCR by the KOD-FX (TOYOBO, Osaka, Japan) method was then performed using SAM 6025F (tttcttgggtagtttgcagt) and SAM 6190R (cctcatgttggcctagctctct) as primers. The PCR products were purified and introduced into Zero Blunt TOPO vector using Zero Blunt TOPO PCR Cloning Kit (Thermo Fisher Scientific, Walthum, MA, USA). We performed DNA sequence analysis (Sanger method), identified gRNA, and searched for the corresponding gene in the gRNA list of the CRISPR SAM Library.

(https://view.officeapps.live.com/op/view.aspx?src=https%3A%2F%2Fmedia.addgene.org%2Fcms%2Ffiler_public%2Fea%2Fc2%2Feac2ada9-2a15-45f8-9f3d-b0782df0c695%2Fsam_human_lbrary_annotated.xlsx&wdOrigin=BROWSELINK, accessed on 8 February 2022).

### 2.6. Creation of SHC4-Overexpressing Cell Lines

The gene fragments for the coding region of *SHC4* with SAL1 and HIND3 restriction enzyme sites at each end were purchased from Integrated DNA Technologies (Supplementary Figure S2 for sequence diagram), integrated into 150 ng pENTR221 vectors, and incubated at room temperature for 4 h. pENTR221-GFP was used as a control. Next, it was replaced with 150 ng of plenti CMV Puro DEST vector (Plasmid #17452, Addgene) by LR reaction usingGateway^®^ LR Clonase (Thermo Fisher Scientific, Walthum, MA, USA) and incubated at room temperature for 4 h. We collected the plasmid using Wizard^®^ Plus SV Minipreps DNA Purification Systems (Promega, Madison, WI, USA) and confirmed the presence of the target bands with electrophoresis. We created two types of plasmids (plenti CMV GFP puro and plenti CMV *SHC4* puro). We then performed lipofection as described in the section “Transfection of SAM library into cell lines”, and we collected viral supernatant, which was used to infect UE7T-9 cells (2.0 × 10⁵ cells/well each). We adjusted the culture volume to 25 μg/mL/well, and then performed selection using puromycin.

### 2.7. Western Blot

We used an SDS buffer (25% of 0.125M Tris-HCl (pH 6.8), 20% of glycerol, 4% of SDS, and 10% of 2-mercaptoethanol, with bromophenol blue included) to pellet cell pellets, extract proteins, and degrade DNA by sonication in ice-cold conditions. The protein extracts were separated in Mini-PROTEAN TGX Stain-Free gels (BIO RAD, CA, USA) by electrophoresis (60 mA, 40 min) and transferred to TransBlot Turbo Mini-size PVDF membranes (BIO RAD). The membranes were blocked with Bullet Blocking One (Nacalai Tesque, Kyoto, Japan). The antibodies we used were as follows: primary antibodies—*SHC4* polyclonal antibody (rabbit, 75 kDa) (Sigma-Aldrich, Mizulli, USA) and β-actin monoclonal antibody (rabbit; 45 kDa) (Cell signaling technology, #4790, MA, USA) diluted 1000×, reacted at 4 °C in overnight. The membranes were washed with TBS-T, and the horseradish peroxidase (HRP)-conjugated anti-rabbit antibody (GE Healthcare, Chicago, IL, USA) diluted 5000× was reacted with membrane for 1 h. The membranes were washed with TBS-T three times before being exposed to the ClarityTM Western ECL Substrate (Bio Rad Laboratories, Hercules, CA, USA) as a chromogenic substrate for HRP. The protein bands were detected using a ChemiDoc MP ImageLab (Bio Rad Laboratories, Hercules, CA, USA).

### 2.8. MTS Assay

An MTS assay was performed to evaluate cell proliferation. We cultured UE7T-9 cells at 0.5 × 10⁴ cells/well in 96-well plates. At 24, 48, and 72 h of culture, we added 20 µL of MTS (2 mg/mL) (Promega, Madison, WI, USA )/PMS (0.92 mg/mL) (Promega, Madison, WI, USA) to each well. The wells were light-shielded and placed in an incubator for 2–3 h. We measured absorbance at 490 nm and 650 nm using a microplate reader ELx808 IU BioTek Instruments Inc. (Thermo Fisher Scientific, Walthum, MA, USA). Data were statistically analyzed using the Student’s *t*-test.

### 2.9. Scratch Assay

We used a scratch assay to evaluate cell migration ability. UE7T-9 cells were cultured at 3.0 × 10⁴ cells/70 µL using culture inserts (Ibidi, Gräfelfing, Germany). After 24 h, we removed the culture inserts, and HEK293T cells were cultured for 18 h. Formalin fixation and HE staining were then performed. The area between inserts after cell migration (cell-free area) was measured using Image J 1.53k (Wayne Rasband and contributors, National Institutes of Health, MD, USA). Data were statistically analyzed using the Student’s *t*-test.

### 2.10. Description of RNA Sequence Analysis

Total RNA was extracted from three samples, each of UE7T-9 SHC4 and UE7T-9 Cont, using a RNeasy Mini Kit (QIAGEN, Hilden, Germany). All library prep and whole genome sequencing were performed by Novogene Japan K.K. (Japan, https://jp.novogene.com/, accessed on 12 July 2022) using the NovaSeq 6000 Sequencing System (Illumina, CA, USA). Volcano plots were generated using Novosmart software (Novogene). Enrichment analysis was performed using clusterProfiler (Yu G, 2012) software based on Gene Ontology (GO), Disease Ontology (DO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome data. For GSEA, normalized expression data were analyzed and visualized with GSEA software (version 4.2.3, https://www.gsea-msigdb.org/gsea/index.jsp, accessed on 27 May 2022). The normalized enrichment score (NES), nominal p-value (NOM-p), and false discovery rate q-value (FDR-q) were calculated for comparison, and the categories selected were universally upregulated in UE7T-9 cells. The relative enrichment of individual genes was assessed based on the rank metric score following the GSEA.

### 2.11. Statistical Analysis

The data were statistically analyzed using Graph Pad Prism Version 9.3.1 (350) software. The results were expressed as the mean ± standard deviation (SD). Statistical significance was determined by the Student’s *t*-test. A value of *p* < 0.05 was considered statistically significant for all analyses.

## 3. Results

### 3.1. Finding Candidate Factors for Intraosseous Progression Using CRISPR SAM Library

To identify candidate factors that could promote the infiltration of UE7T-9 cells into DCB, we introduced the CRISPR SAM activation library into UE7T-9 cells using a lentiviral vector and cultured them on DCB (Figure 1A). We also used HEK293T cells (human fetal kidney epithelial cells), which have a faster cell proliferation rate and easier gene transfer than UE7T-9 cells. After 3 weeks of culture, the UE7T-9 cells showed bone infiltration (Figure 1B), whereas the 293T cells showed no bone infiltration (Supplementary Figure S1C). The DNA sequence analysis of the infiltrated UE7T-9 cells identified five sequences. Among these, only one sequence matched the depositor data of the gRNA list of the CRISPR SAM library, which was a gRNA of *Src Homology 2 Domain Containing Family, Member 4 (SHC4)*. The other four sequences did not match any gRNA in the library. CRISPR screening usually adjusts the MOI to a range of less than 1. However, in this study, we did not adjust the MOI because infiltration into the DCB was a priority; thus, we allowed multiple infections. Nevertheless, surprisingly, the only gRNA identified was *SHC4*. Therefore, we considered that *SHC4* overexpression is a defined factor that leads UE7T-9 cells into DCB.

### 3.2. Infiltration into DCB

Next, we created an overexpression vector for *SHC4* and *green fluorescent protein* (GFPGFP) as a control. By infecting UE7T-9 cells, we created *SHC4*-expressing cell lines (UE7T-9 SHC4) and GFPGFP-expressing cell lines (UE7T-9 Cont). Western blotting of these cell lines confirmed an *SHC4* overexpression in UE7T-9 SHC4 (Supplementary Figure S3). To verify whether *SHC4* overexpression promotes intraosseous infiltration, we cultured UE7T-9 cells and UE7T-9 SHC4 on DCB for 8 weeks. A bone-infiltrating component was observed in UE7T-9 SHC4 (Figure 2A, Supplementary Figure S4A), whereas almost all cells were observed near the surface of the DCB in the case of UE7T-9 cells (Figure 2B, Supplementary Figure S4B). We measured the infiltrating distance from the DCB’s surface and observed a significant difference. (Figure 2C). This indicates that *SHC4* overexpression is an important factor in the infiltration of UE7T-9 cells into DCB.

### 3.3. Evaluation of Migration and Proliferation

#### 3.3.1. Scratch Assay Showing that *SHC4* Overexpression Enhanced the Migration Ability

We supposed that enhanced migration ability may be advantageous for infiltration into DCB. Thus, we used the scratch assay to assess whether *SHC4* overexpression is involved in migratory potential. After 18 h of incubation, active migration was observed, and the cell-free area showed a significant decrease in UE7T-9 SHC4 compared with the UE7T-9 control (*p* < 0.05) (Figure 3A–C). Thus, *SHC4* overexpression enhanced the migration of UE7T-9 cells.

#### 3.3.2. MTS Assay Showing There Are No Significant Difference in Proliferative Capacity

Since *SHC4* is a factor involved in cell proliferation signaling, such as *RAS* and *SRC,* it is important to evaluate cell proliferation. Furthermore, the possibility cannot be ruled out that the observed infiltration of the cells into the DCB may be due to an increase in proliferation. We used an MTS assay to evaluate whether cell proliferation had increased due to *SHC4* overexpression. A slight difference was observed in the proliferation of the UE7T-9 control compared to UE7T-9 SHC4 at 24 h of culture, but no significant difference was observed in the proliferation at 48 and 72 h of culture (Figure 3D). *SHC4* does not appear to be significantly involved in the proliferative capacity of UE7T-9 cells.

### 3.4. SHC4 Overexpression May Upregulate The Expression Of Genes Involved In Cell Migration

To evaluate gene expression changes along with *SHC4* overexpression, we performed an RNA sequence analysis. 

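UE7T-9 is a human bone marrow mesenchymal stem cell line immortalized with hTERT and human papillomavirus E7. RNA was sequenced from 3 samples of UE7T-9 SHC4 and 3 samples of UE7T-9 Cont. The paper describes UE7T-9 Cont as carrying a GFP vector, whereas the sample labels call the controls nontarget with a wild-type genotype. The authors deposited 1 normalized count per gene and library, with genes listed by Ensembl identifier. Each value was a whole multiple of the smallest nonzero value of its library (100% of values, tolerance 0.01 reads), so the authors' gene counts could be recovered. The recovered size factors ranged from 0.849 to 1.20 and equalled the median-of-ratios factors that DESeq2 gave for the recovered counts. The recovered totals were 23922933, 18144993 and 20494310 reads in UE7T-9 Cont replicates 1, 2 and 3. They were 26347192, 27721397 and 20002676 reads in UE7T-9 SHC4 replicates 1, 2 and 3. The paper's text does not name the aligner, the counting tool, the strand setting or the genome build. Gene positions were taken from GENCODE 29 on GRCh38 by Ensembl identifier. The comparison used limma with a mean-variance trend on log2(normalized count + 1) for the 23040 genes with a mean of at least 1, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p below 0.05 and a log2 fold change above 1 or below -1, the thresholds of Figure 4A. On this scale the change of a gene with few reads is understated. DESeq2 and edgeR were run on the recovered counts as alternatives. Pearson's correlation of log2 values between pairs of libraries ranged from 0.962 to 0.980 across genes. UE7T-9 Cont replicate 1 had a higher correlation with UE7T-9 SHC4 replicate 1 (0.975) than with UE7T-9 Cont replicate 2 (0.967) or replicate 3 (0.962).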

We extracted RNA from six samples, three each for UE7T-9 SHC4 and UE7T-9 Cont and performed an RNA sequence analysis. These data are accessible through the NCBI GEO database (http://www.ncbi.nlm.nih.gov/geo, accessed on 18 August 2022) with the accession number GSE209782. 

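The normalized count of SHC4 was 56.5, 157 and 130 in the 3 UE7T-9 Cont libraries. It was 134870, 119170 and 155010 in the 3 UE7T-9 SHC4 libraries. The means were 114 ± 51.8 (SD, n = 3) and 136350 ± 17970 (SD, n = 3), a log2 fold change of 10.32 (standard error 0.32, adjusted p = 2.09e-06 from limma with Benjamini-Hochberg adjustment). The log2 fold change stayed between 9.88 and 10.61 with each library left out in turn. SHC4 took 0.516% to 0.666% of the reads of each UE7T-9 SHC4 library. The files do not separate reads of the vector from reads of the chromosomal gene. Of the genes called in UE7T-9 SHC4, the next largest increase on the limma scale was that of AC068305.1 (ENSG00000257288, log2 fold change 5.30). AC068305.1 is a processed pseudogene on chromosome 12 from 59052980 to 59054184. It had no reads in the 3 UE7T-9 Cont libraries and a normalized count of 38.6 ± 3.41 (SD, n = 3) in UE7T-9 SHC4, at least 12.3-fold higher when the controls are set to the floor of 3 reads. The pseudogene shares 363 of its 1181 25-mers with METTL15, so its reads are uncertain. CHST15 on chromosome 10 (124007666 to 124093607) had a normalized count of 1.05 ± 0.114 (SD, n = 3) in UE7T-9 Cont and 66.9 ± 18.9 (SD, n = 3) in UE7T-9 SHC4, at least 21.3-fold higher. ZCWPW2 on chromosome 3 (28349146 to 28538122) rose from 10.3 ± 4.43 to 180.4 ± 33.9 (SD, n = 3 each), a log2 fold change of 4.05 (standard error 0.35, adjusted p = 0.0047 from limma). CLEC11A on chromosome 19 (50723329 to 50725718) rose from 20.4 ± 6.10 to 189 ± 26.5 (SD, n = 3 each), a log2 fold change of 3.18 (standard error 0.29, adjusted p = 0.0047 from limma). AC068305.1 and CHST15 had the same adjusted p. HEPH on the X chromosome (66162549 to 66268867) fell from 101 ± 16.5 to 1.13 ± 1.27 (SD, n = 3 each), at least 35.1-fold lower (adjusted p = 0.0047 from limma). LINC02582 on chromosome 18 (73324941 to 73349878) had normalized counts of 166, 186 and 26.6 in UE7T-9 Cont and no reads in UE7T-9 SHC4, at least 43.9-fold lower (adjusted p = 0.0166 from limma). With all libraries kept, edgeR (adjusted p = 0.124) and limma-voom (adjusted p = 0.158) did not call LINC02582. DESeq2 (adjusted p = 8.52e-06) and the other alternatives it was followed under did. In each of these genes, all 3 libraries of one group lay beyond all 3 of the other (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). The naming rule required this of every gene here but SHC4, so it is no separate evidence for those genes. For every gene here but SHC4, the adjusted p rose above 0.05 in at least 1 of the fits that left out a library.

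**Figure D1:**
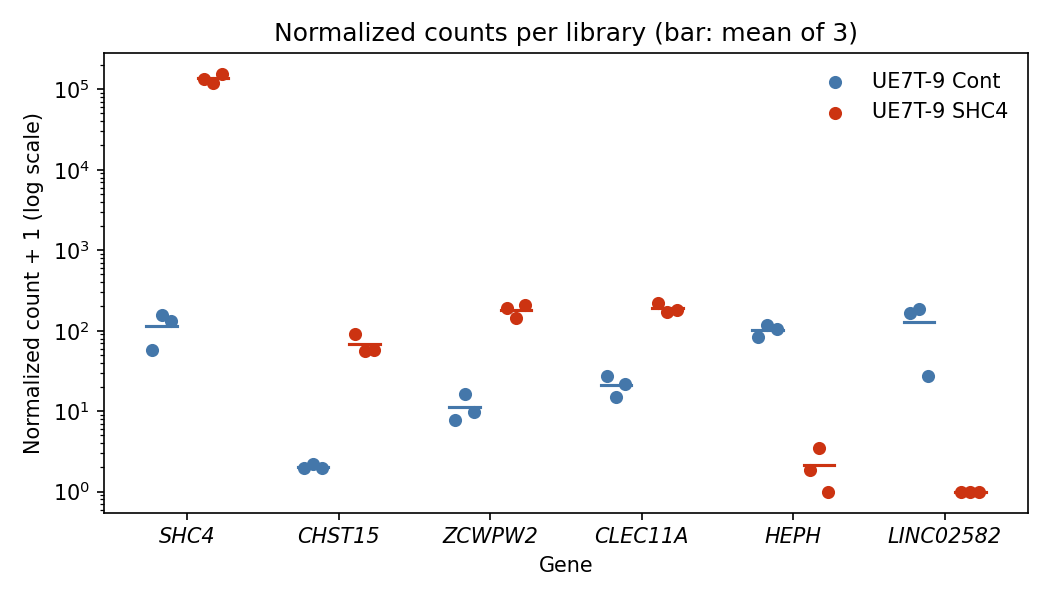
Normalized count plus 1 on a log scale for 6 genes in each library, with the mean of each group as a bar (n = 3). SHC4 lies between 56.5 and 157 in UE7T-9 Cont and between 119170 and 155010 in UE7T-9 SHC4, and LINC02582 has no reads in UE7T-9 SHC4.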

We examined the fold change in the expression of each gene in UE7T-9 SHC4 compared to UE7T-9 Cont and presented them as a volcano plot (Figure 4A). 

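Among the 23040 genes tested with limma, 12 were called higher and 2 lower in UE7T-9 SHC4, and 3323 had an unadjusted p below 0.05. DESeq2 on the recovered counts, with its own filtering, gave 170 genes higher and 185 lower, out of 16153 genes that received an adjusted p. This was the alternative that moved the counts most while keeping all 6 libraries. The edgeR quasi-likelihood test on the recovered counts called 9 genes higher and 1 lower among 15859 genes. All 14 genes called by limma were among the 355 called by DESeq2, and all 355 changed in the same direction in limma. Of the 355 genes, 321 (90.4%) had no overlap between the 3 libraries of each group, against 19.3% of the genes tested with limma and 10% by chance. The separation of these 321 genes follows partly from their selection by the test. On simulated counts with 200 genes of a mean of at least 50 changed by 2 on the log2 scale, limma recovered 197, edgeR 194 and DESeq2 196. They also called 13, 11 and 19 unchanged genes. Recovery of smaller changes or of genes with fewer reads was not simulated. Counts were drawn independently, so variation that the genes of a library share was not simulated either. The recovery therefore does not show how many genes limma misses in the real libraries. With no gene changed, limma called 1 gene, edgeR 0 and DESeq2 8. With the replicate number as a block, limma called 25 genes higher and 14 lower. The deviations of same-numbered libraries from their group means correlated at 0.148, 0.013 and -0.00696 for replicates 1, 2 and 3 across genes. Over the 12678 genes with a mean of at least 50 the values were 0.409, 0.146 and 0.149, all positive, though UE7T-9 Cont replicate 2 and UE7T-9 SHC4 replicate 3 had the highest value (0.517). Whether the numbers pair the libraries is therefore open. Leaving out UE7T-9 Cont replicate 1 raised the limma counts to 367 higher and 339 lower, whereas leaving out any other library gave between 1 and 49 higher and between 0 and 14 lower.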

A total of 170 upregulated and 185 downregulated molecules were identified.

Further, GO enrichment analysis was performed to characterize the differentially expressed genes in the two groups. The analysis identified pathways related to hematopoietic cell migration, such as myeloid leukocyte migration, neutrophil migration, and granulocyte migration, as candidates (Figure 4B, Supplementary Table S1). 

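Supplementary Table S1 of the paper lists 18 of 282 annotated differentially expressed genes under myeloid leukocyte migration, against 145 of 14579 in the background (the paper's adjusted p = 1.29e-06). It lists 13 of the 282 genes under neutrophil migration and 14 under granulocyte migration. The terms pool genes that rose and genes that fell. GO annotation was not used here, and directions were taken from families listed by gene symbol. Of 23 chemokine ligand genes with a mean normalized count of at least 1, 17 were lower and 6 higher in UE7T-9 SHC4, with a median log2 fold change of -0.65. The limma camera test gave an adjusted p of 0.00665 over 8 gene sets. It assumes a small preset correlation between genes, so its p can be too small for a family that varies together. The mean log2 value of the family was lower in all 3 UE7T-9 SHC4 libraries than in all 3 UE7T-9 Cont libraries. With the replicate number as a block, the camera adjusted p was 0.00651. The rotation test fry asks whether the genes of the set shift together in the same direction, without comparing them with other genes. It gave an adjusted p of 0.184. The family was lower under library size scaling (18 of 23 genes) and TMM normalization (16 of 23 genes) as well. No chemokine gene passed the limma threshold alone. DESeq2 on the recovered counts called CCL26, CXCL8, CCL5 and CXCL3, all lower in UE7T-9 SHC4, and these are named because DESeq2 called them. CCL26 fell from 107 ± 34.1 to 29.8 ± 2.99 (SD, n = 3 each), a DESeq2 log2 fold change of -1.84 (standard error 0.37, DESeq2 adjusted p = 0.00013, limma adjusted p = 0.0961). CXCL8 was 12.7, 191 and 91.5 in UE7T-9 Cont replicates 1, 2 and 3 and 3.52, 7.49 and 12.8 in UE7T-9 SHC4. CCL5 was 18.5, 201 and 644 in UE7T-9 Cont and 7.91, 7.49 and 19.8 in UE7T-9 SHC4. The groups overlapped for CXCL8 and CCL5 through UE7T-9 Cont replicate 1. CXCL12, the most abundant of the 6 higher genes, went from a mean of 8681 to 21190 and was chosen after its values were seen. The log2 fold change of CXCL12 was 1.92 in limma (standard error 0.66, adjusted p = 0.25) and 1.29 in DESeq2 (adjusted p = 0.516). Of 66 cytokine and growth factor genes, 45 were lower (51 under library size scaling, 44 under TMM normalization). The camera adjusted p was 0.0422, and 0.029 with the replicate block. It was 0.0413 under TMM normalization but 0.111 under library size scaling, which shifted all genes downward. The fry test gave 0.193. Unlike for the chemokine ligands, the mean log2 value of this set overlapped between the groups (7.218 to 7.661 in UE7T-9 Cont, 7.08 to 7.374 in UE7T-9 SHC4). Among these 66 genes, DESeq2 called HBEGF, TGFA, PGF, TNFSF10, AREG and TGFB2 lower and GDF5, PDGFD and FGF10 higher.

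**Figure D2:**
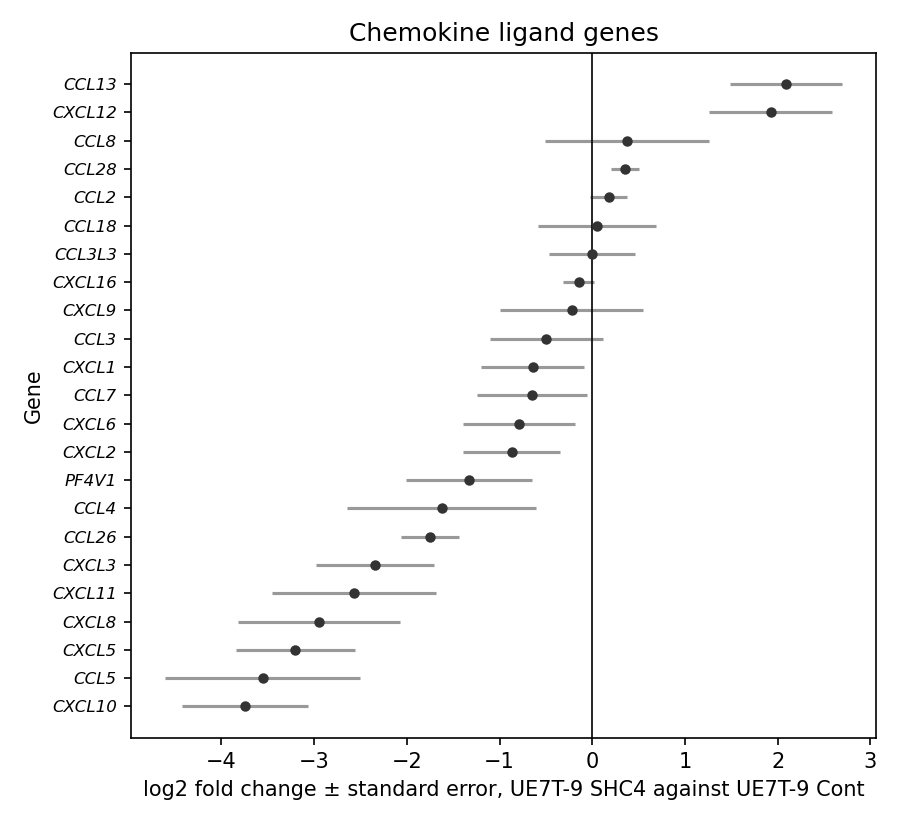
Log2 fold change with its standard error for the 23 chemokine ligand genes, UE7T-9 SHC4 against UE7T-9 Cont, from limma on log2(normalized count + 1). On the deposited scaling 17 genes lie below 0 and 6 above, with 18 below under library size scaling and 16 under TMM normalization.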

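Supplementary Table S2 gives the 57 genes of the GO set for positive regulation of blood vessel endothelial cell migration. All genes in the files were ranked by the signal-to-noise ratio of the deposited normalized counts, with the standard deviation set to at least 0.2 times the mean. The running-sum enrichment score of the set was 0.263, reached at rank 6379 after 16 of its members. Of the 20 assignments of the 6 libraries to groups of 3, 3 gave a score as high (exact permutation test, one-sided p = 0.15, where the smallest possible is 0.05). Against 10000 random gene sets of the same size, the one-sided permutation p was 0.208. The score was 0.0914 without weighting by the ratio, and 0.442 on log2 values. It ranged from 0.223 to 0.2965 with each library left out in turn. The signal-to-noise ratio of 55 of the 57 genes equalled the paper's value to 3 decimals. MIR27B had the highest ratio of the set (2.48), from mean normalized counts of 0 in UE7T-9 Cont and 2.47 in UE7T-9 SHC4. JCAD (1.20) and THBS1 (1.19) also had high ratios, and KDR (-1.10) and SRPX2 (-1.64) had the lowest ratios of the set.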

Based on these results, we also performed a gene set enrichment analysis (GSEA) and found significant enrichment of related genes in UE7T-9 SHC4 compared to UE7T-9 Cont, particularly GOBP_Positive_Regulation_of_Blood_Vessel_Endothelial_Cell_Migration (Figure 4C). *STAT5A* was found in the gene sets (Supplementary Table S2). 

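STAT5A lies on chromosome 17 from 42287547 to 42311943 on the plus strand. Its normalized count was 374, 231 and 221.3 in the 3 UE7T-9 Cont libraries and 438, 559 and 497 in the 3 UE7T-9 SHC4 libraries. The means were 275 ± 85.7 (SD, n = 3) and 498 ± 60.4 (SD, n = 3). All 3 UE7T-9 SHC4 libraries lay above all 3 controls (exact permutation test, two-sided p = 0.1, the limit of this design). The log2 fold change was 0.89 (standard error 0.21, adjusted p = 0.162 from limma with Benjamini-Hochberg adjustment). DESeq2 on the recovered counts gave 0.85 (standard error 0.25, adjusted p = 0.0257), and edgeR gave an adjusted p of 0.164. The replicate block left the log2 fold change as it was and gave a limma adjusted p of 0.116. Adjusted over the 55 tested genes of Supplementary Table S2 alone, STAT5A had a limma adjusted p of 0.0434, and 3 of the 55 genes were below 0.05, against 0 when adjusted over all genes (10 were below 0.05 unadjusted). The paper singled out this set by its enrichment in these same libraries, so the narrower adjustment is no independent support for STAT5A. Without UE7T-9 Cont replicate 1, the control with the most STAT5A, the limma log2 fold change was 1.13 (adjusted p = 0.00571). The signal-to-noise ratio of STAT5A was 1.20, at rank 616. STAT5B, a paralog on the same chromosome (42199168 to 42276707) whose reads could be split with those of STAT5A, had a log2 fold change of 0.13 (standard error 0.14, adjusted p = 0.731 from limma).

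**Figure D3:**
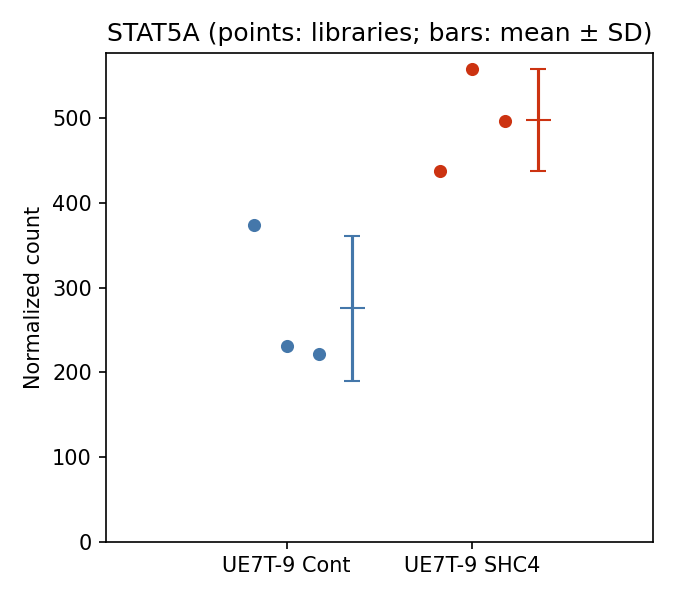
Normalized count of STAT5A in each library (points), with the mean and SD of each group (n = 3). The UE7T-9 Cont libraries lie between 221.3 and 374 and the UE7T-9 SHC4 libraries between 438 and 559.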

Several other gene sets were also identified (Supplementary Figure S5). These results are consistent with the enhanced cell-migratory ability of UE7T-9 cells reinforced by *SHC4* overexpression.

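Supplementary Figure S5 shows sets for intraciliary transport and transport along microtubules. The members of these sets were not used here, and families listed by symbol were tested in their place. Intraflagellar transport (IFT) genes encode the proteins that carry cargo along the microtubules of the cilium. Of 23 IFT genes, 19 were higher in UE7T-9 SHC4 (17 under library size scaling, 20 under TMM normalization), with a median log2 fold change of 0.24. Their mean log2 value was 8.60 to 8.72 in the UE7T-9 Cont libraries and 8.76 to 8.94 in the UE7T-9 SHC4 libraries. The camera adjusted p was 0.00177, and 0.00651 with the replicate block, while fry gave 0.0948. No IFT gene was called alone, and their smallest adjusted p was 0.226 (TTC30A, limma). Kinesins are motor proteins that move along microtubules. The family was taken whole, without parting motors of cargo transport from those of cell division. Of 37 kinesin genes, 25 were lower in UE7T-9 SHC4 (28 under library size scaling, 25 under TMM normalization), with a median log2 fold change of -0.20 and a camera adjusted p of 0.0422, or 0.0435 with the replicate block. The kinesin camera adjusted p was 0.0501 with TMM normalization and 0.0495 under library size scaling, while fry gave 0.0948. With each library left out, the camera value was below 0.05 only without UE7T-9 Cont replicate 2 (0.0109). It was 0.0527 to 0.172 in the other fits. With the mean log2 value of 28 proliferation marker genes as a covariate, the kinesin camera adjusted p was 0.386. The lower kinesin values were therefore not told apart from a difference in proliferation. They do not speak against the transport sets of Supplementary Figure S5.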

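Of the 57 genes in Supplementary Table S2, 55 had a mean normalized count of at least 1, and 30 of them were higher and 25 lower in UE7T-9 SHC4. Their median log2 fold change was 0.03 on the deposited scaling, and it was -0.08 under library size scaling, where the median of all genes was -0.10. The limma camera test, which assumes a small preset correlation between genes, gave an adjusted p of 0.387, and 0.589 with the replicate block. The mean log2 value of the set was 9.745 to 9.792 in the UE7T-9 Cont libraries and 9.845 to 9.891 in the UE7T-9 SHC4 libraries, so all 3 UE7T-9 SHC4 libraries lay above all 3 controls (exact permutation test, two-sided p = 0.1, the smallest possible). With DESeq2, 4 members had an adjusted p below 0.05, and 3 of these were higher in UE7T-9 SHC4. Besides STAT5A, these were JCAD (DESeq2 log2 fold change 0.71, DESeq2 adjusted p = 0.00304, limma adjusted p = 0.112) and THBS1 (DESeq2 log2 fold change 0.84, DESeq2 adjusted p = 0.0178, limma adjusted p = 0.274). SRPX2 alone passed the fold change threshold as well, with a log2 fold change of -1.19 (standard error 0.22, DESeq2 adjusted p = 3.85e-05, limma adjusted p = 0.084), and it was lower in UE7T-9 SHC4. SRPX2 had a normalized count of 3186 ± 810 (SD, n = 3) in UE7T-9 Cont and 1401 ± 179 (SD, n = 3) in UE7T-9 SHC4. From the leukocyte migration terms among the differentially expressed genes, the enrichment of the endothelial migration set and the other sets, the paper proposes that the expression data match the greater migration of UE7T-9 SHC4 cells.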

## 4. Discussion

The introduction of hMSCs into DCB, a biomaterial, is very important for reconstructing the hybrid bone marrow niche. Despite various efforts in the past, the introduction of these cell lines has been difficult. Previous studies that have attempted to create models of the bone marrow niche have used primary hMSCs [12]. UE7T-9 cells are immortalized primary hMSCs introducing telomerase reverse transcriptase (hTERT) genes and human papillomavirus E7 genes. UE7T-9 cells are proliferative and can be easily transfected with lentiviral vectors. Further studies using other mesenchymal cell lines and primary hMSCs are necessary. In this study, we succeeded in introducing a human bone marrow mesenchymal cell line into DCB by using the CRISPR activation library. Notably, only *SHC4* was identified as a candidate gene for the infiltration of cells into DCB. Thus, we believe that CRISPR-activated libraries have high potential for application to the bone marrow niche, such as the introduction of cells into biomaterials, by supporting the easy and comprehensive upregulation of genes. Attempts to combine biomaterial with CRISPR for applications in disease modeling and regenerative medicine have begun to emerge in recent years [20,21], and this is the first study to apply the CRISPR library to dECM.

*SHC4* is a member of the *Src* gene family; *Src* family proteins function as adapter molecules for phosphotyrosine in a variety of receptor-mediated signaling pathways. The SHC family encodes at least six Shc-like proteins, characterized by an NH2-terminal phosphotyrosine-binding (PTB) domain, a central region rich in proline and glycine residues (CH1), and a COOH-terminal Src homologue 2 domain (SH2), in the presented order. *SHC4* is located on human chromosomes on 15q21.1–q21.2 and is specifically expressed during embryonic stem cell differentiation and early embryogenesis [22]. 

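In GENCODE 29 on GRCh38, SHC4 (ENSG00000185634) lies on chromosome 15 from 48823735 to 48963444 on the minus strand. It has 6 annotated transcripts. The longest, SHC4-201, has 12 exons and 4558 nucleotides, of which 1890 are annotated as coding sequence. The protein-coding gene EID1 lies inside SHC4 on the plus strand, from 48877886 to 48880183, so their reads could be exchanged where counting ignores the strand. EID1 had a log2 fold change of 0.20 (standard error 0.14, adjusted p = 0.56 from limma) between UE7T-9 SHC4 and UE7T-9 Cont. Of the other SHC genes, SHC1 had a mean normalized count of 8033 in UE7T-9 Cont, SHC3 65.8 and SHC2 4.71.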

*SHC4* is expressed at high levels in adult brain tissue and at low levels in skeletal muscle (https://www.proteinatlas.org/ENSG00000185634-SHC4/tissue, accessed on 21 June 2022). In 2007, Ernesta Fagiani et al. identified *SHC4* (called RaLP at first) in vertically invading and metastasizing melanomas and showed that *SHC4* behaves as a substrate for IGF-1R or EGFR to promote melanoma cell migration [22]. Jones et al. showed that *SHC4* mediates signaling downstream of phosphorylated muscle-specific kinase (MuSK) receptor tyrosine kinase at the neuromuscular junction [23]. Melanie et al. found that *SHC4* promoted the autophosphorylation of EGFR in the absence of external stimuli. The authors used a quantitative PCR (qPCR) analysis of biopsy cores representing Grade I–IV astrocytomas to demonstrate the significantly higher expression of *SHC4* in tumor tissue compared to benign tissue [24,25]. Xin Zhang et al. showed that *SHC4* is expressed in hepatocellular carcinoma tissues and that *SHC4* promotes hepatocellular carcinoma progression by activating STAT3 signaling. They further noted that a high expression of *SHC4* is associated with clinicopathological features and poor prognoses in patients with hepatocellular carcinoma [24]. *SHC4* works as an oncogene and causes carcinoma cells to proliferate and become malignant. However, there have been few reports on *SHC4*, and its detailed function and how it works in normal cells, especially bone marrow mesenchymal cells, remain to be elucidated.

We evaluated the effect of *SHC4* overexpression on UE7T-9 cells. We found that *SHC4* overexpression did not promote cell proliferation but significantly enhanced cell migration in UE7T-9 cells. This was confirmed by the RNA sequence analysis, which showed an enrichment of genes involved in the pathway of cell migration in UE7T-9 SHC4 compared to the control, suggesting that *SHC4* overexpression enhanced the expression of genes that promote the migratory ability of UE7T-9 cells. We hypothesized that *SHC4* overexpression in UE7T-9 cells, inducing STAT5A upregulation, may lead to MSC migration [26].

*SHC4* upregulation in UE7T-9 cells has a minimal effect on cell morphology or proliferative potential. Given that *SHC4* does not involve major alterations in the properties of human bone marrow mesenchymal cells, it is a promising candidate for studying MDS caused by other genetic abnormalities, such as *DICER1,* in human mesenchymal cells. However, cell infiltration into DCB with *SHC4* overexpression was limited to DCB. In vivo transplantation experiments require a deeper penetration of cells into the bone marrow matrix. In the future, we will consider using a third-generation CRISPR activation library, such as the Calabrese library, or using the CRISPR knockout library to search for other infiltrating factors. We believe that the successful infiltration and engraftment of hMSCs into DCB will provide a milestone for recapitulating the bone marrow niche. If the human–mouse hybrid bone marrow niche can be reproduced in mice, it will be easier to create models of MDS by inducing specific genetic abnormalities, such as *DICER1,* in hMSCs. Transplanted DCBs are easy to recollect and analyze the tumorigenesis of MDS for each time course.

## Figures and Tables

**Figure 1:**
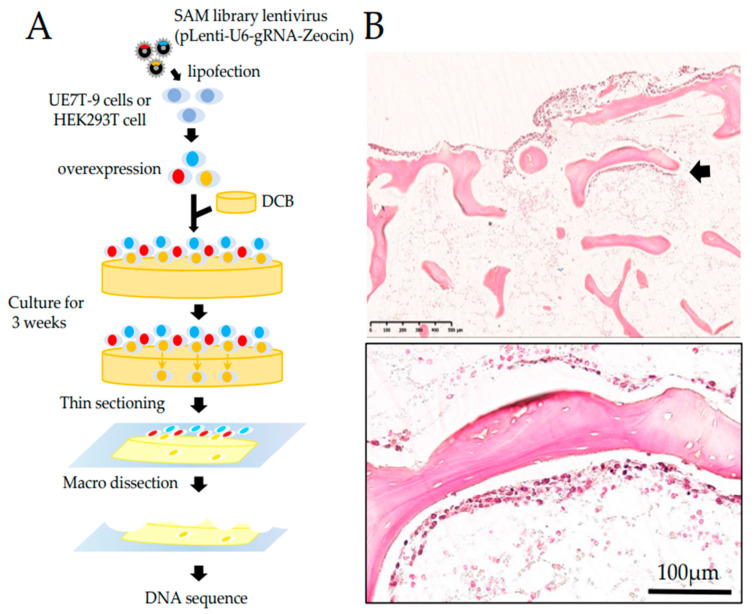
Finding candidate factors of intraosseous progression using CRISPR SAM library. (**A**) Schematic strategy for finding candidate factors. We introduced the CRISPR SAM library into the cell lines to randomly induce gene expression. We cultured these cells on DCB for 3 weeks and performed DNA sequencing analysis on the cellular components that infiltrated into DCB. (**B**) HE-stained specimen prepared after 3 weeks of culture. The UE7T-9 cells, expressing the CRISPR-SAM library, infiltrated along the bone trabeculae (black arrow). The bottom figure is a high-power field of the above.

**Figure 2:**
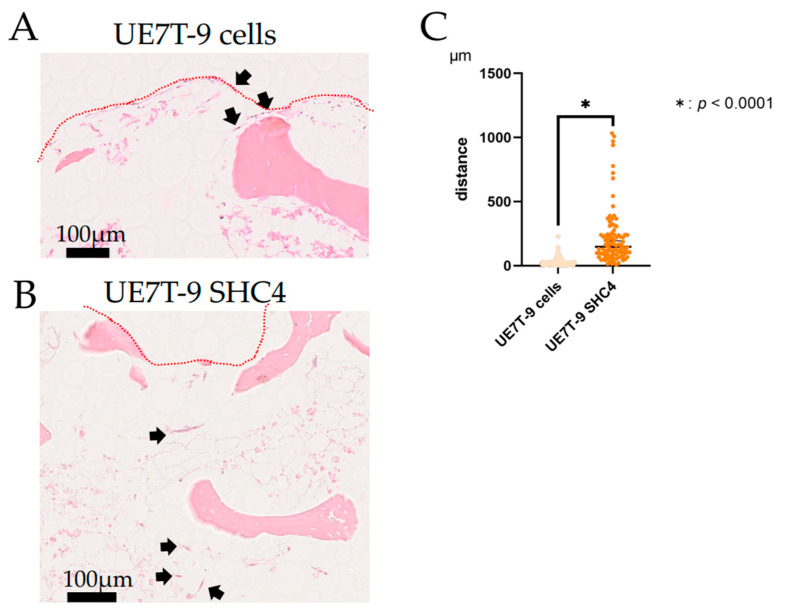
Infiltration into DCB. (**A**) HE-stained specimen of DCB, after 8-weeks of culture over UE7T-9 cells. UE7T-9 cells remained on the surface of the DCB. (**B**) HE-stained specimen of DCB after 8-weeks of culture of UE7T-9 SHC4. There were infiltrating cells around the bone trabecular (black arrow). (**C**) The infiltrating distance measured in UE7T-9 cells (*n* = 117) and UE7T-9 SHC4 cells (*n* = 96). The cells were randomly selected for distance measurement. Graph showing the distance that UE7T-9 cells infiltrated from the surface of DCB (red dot line). * indicates a significant difference of *p* < 0.0001 between the results of the two groups.

**Figure 3:**
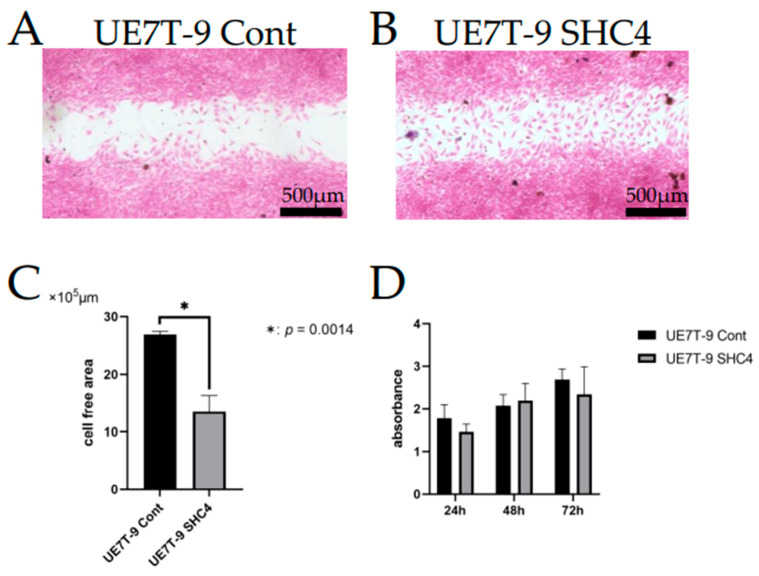
Evaluation of migration and proliferation. (**A**,**B**) Photographs of HE staining of UE7T-9 cells after 18 h of culture in scratch assay (A: UE7T-9 Cont B: UE7T-9 SHC4). (**C**) The graph shows the cell-free area of the scratched UE7T-9 cell culture after 18 h of culture, as measured by Image J. The cell-free area of UE7T-9 SHC4 was significantly decreased compared to the control (*p* < 0.05), indicating enhanced migration due to *SHC4* overexpression. (**D**) Evaluation of proliferative potential by MTS assay. No significant difference in proliferation was observed between the UE7T-9 control and the UE7T-9 SHC4.

**Figure 4:**
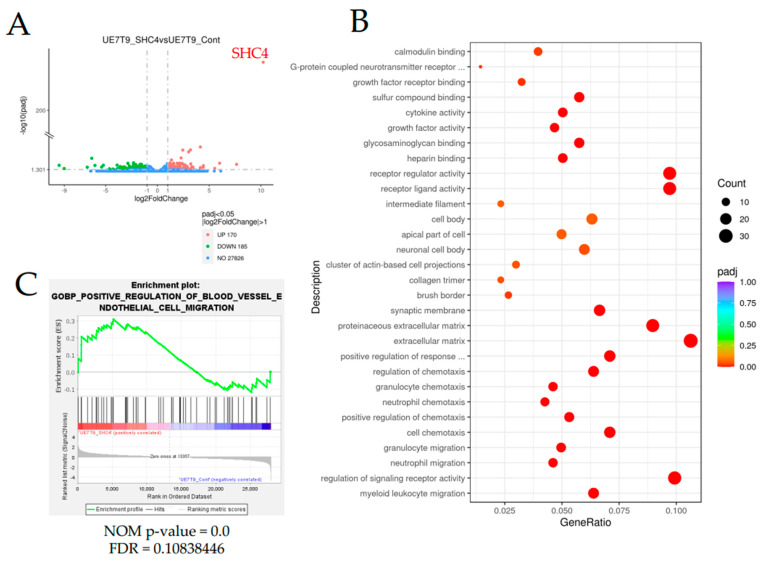
Results of RNA sequence analysis of UE7T-9 cell lines with increased *SHC4* gene expression. (**A**) Volcano plot showing the distribution of genes expressed in UE7T-9 SHC4 according to their expression levels when compared to UE7T-9 Cont. The x-axis (log2FoldChange) shows the fold change in gene expression between different samples, and the y-axis (-log10(padj)) shows the statistical significance of the difference. Red dots represent upregulated genes, and green dots represent downregulated genes. (**B**) Pathway enrichment analysis shows the pathways to which the differential genes are most related, with reference to the Gene Ontology database. (**C**) Graphical views of the enrichment plot of the GSEA results for GOBP_Positive_Regulation_of_Blood_Vessel_Endothelial_Cell_Migration.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/bioengineering9100490/s1, Figure S1: Infiltration into DCB. (A) HE-stained specimen of DCB without cells to be cultured with. (B) HE-stained specimen of DCB, after 3 weeks of culture over UE7T-9 cells. UE7T-9 cells remain on the surface of DCB, as shown in Fig. 2A. (C) HE-stained specimen of DCB after 3 weeks of culture over HEK293T cells with CRISPR SAM library. HEK293T cells remain on the surface of the DCB; Figure S2: Plasmid map of plenti CMV *GFP* puro and plenti CMV *SHC4* puro; Figure S3: Western blot of UE7T-9 cell lines. SHC4 was overexpressed in UE7T-9 SHC4. The results were evaluated by western blotting. Control: GFP was overexpressed; Figure S4: Measurement of the distance from the surface of the DCB to the infiltrated cellular component. (A) UE7T-9 cells (B) UE7T-9 SHC4; Figure S5: Graph of enrichment plot of the GSEA results for UE7T-9 SHC4 and UE7T-9 Cont; Table S1: Table of the pathway enrichment analysis based on Gene Ontology for UE7T-9 SHC4 and UE7T-9 Cont; Table S2: Profile of the running ES Score and positions of geneset members on the rank ordered list of “GOBP_POSITIVE_REGULATION_OF_BLOOD_VESSEL_ENDOTHELIAL_CELL_MIGRATION”.

# Supplementary material for: Identification of the Factor That Leads Human Mesenchymal Stem Cell Lines into Decellularized Bone
**Source:** Bioengineering (Basel). 2022 Sep 21;9(10):490. doi: 10.3390/bioengineering9100490
**Supplement:** Supplementary file 1

**A** Empty DCB

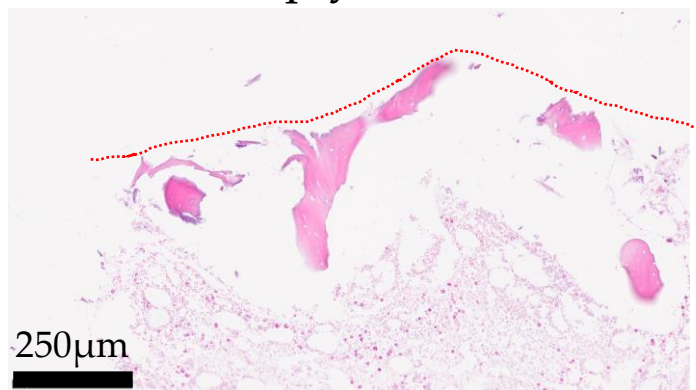

**B** UE7T-9 Cell

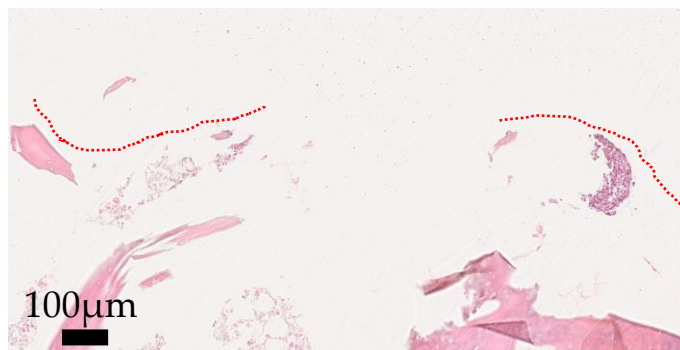

**C** HEK293T SAM library

## Supplementary Figure S2

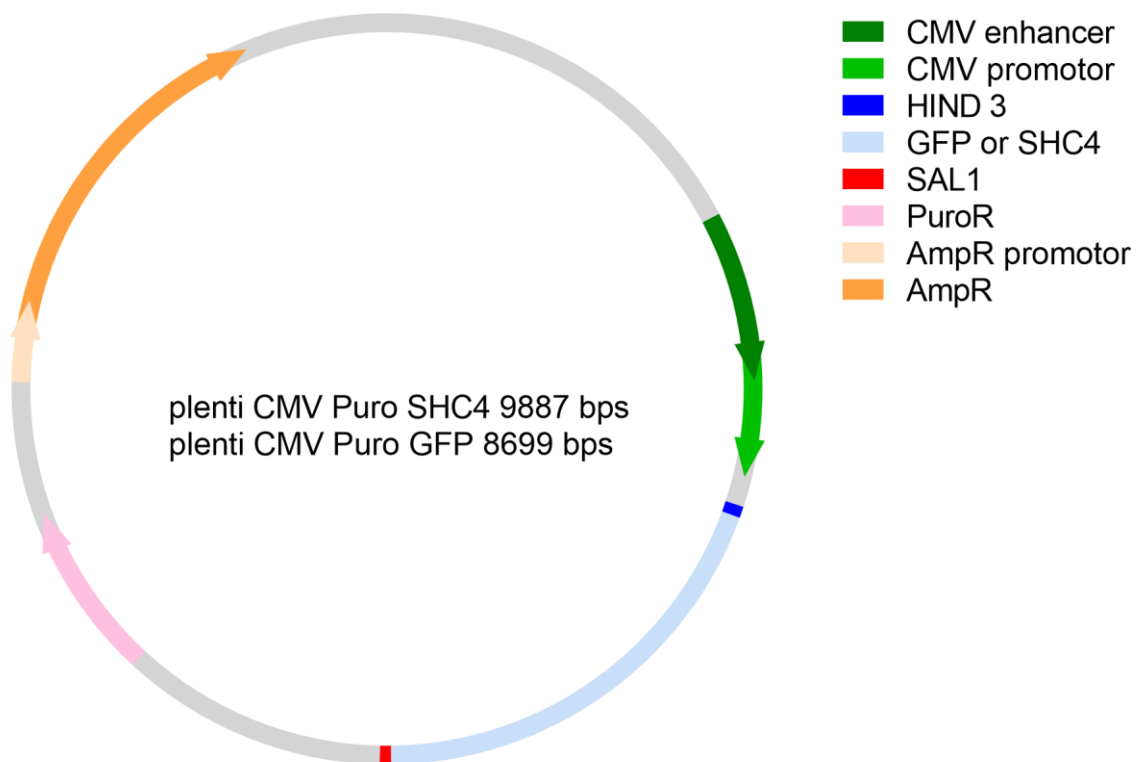

Supplementary Figure S3

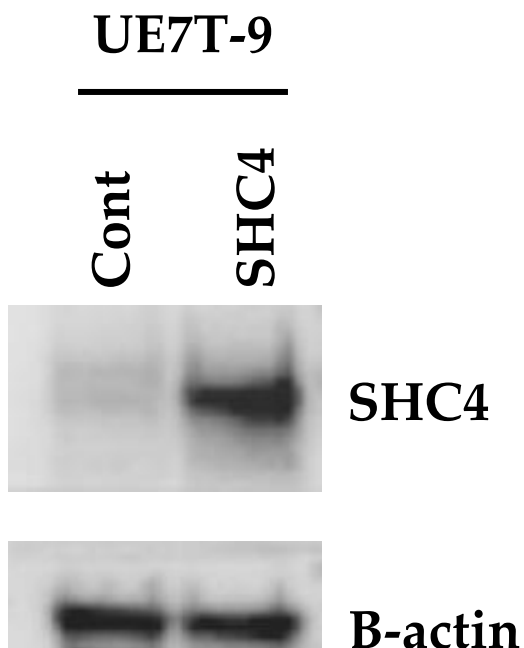

## Supplementary Figure S4

A

UE7T-9 cells

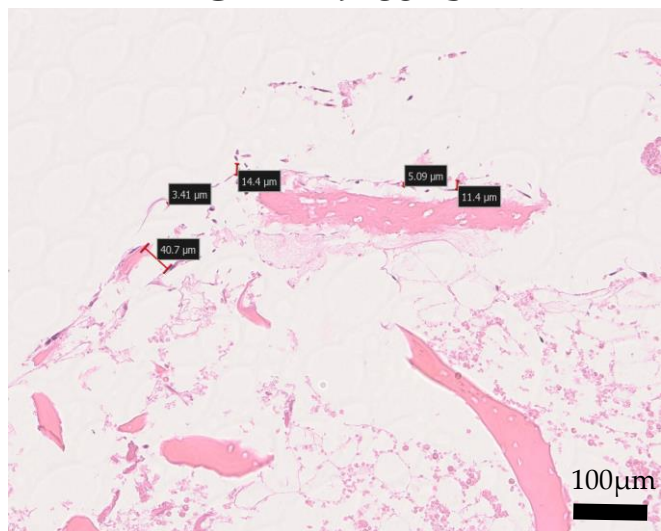

B

UE7T-9 SHC4

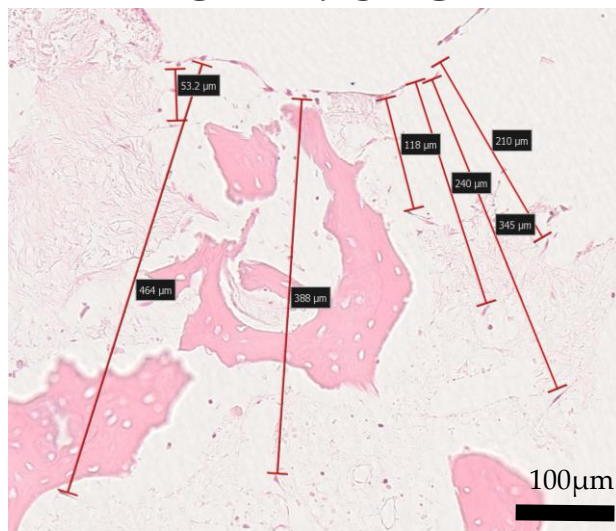

## Supplementary Figure S5

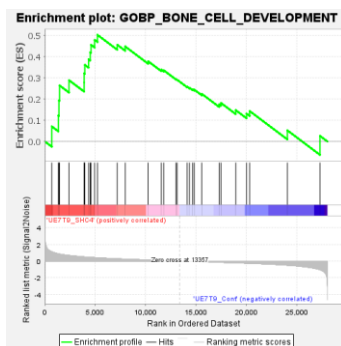

NOM p-value = 0.0  
FDR q-value = 0.10485437

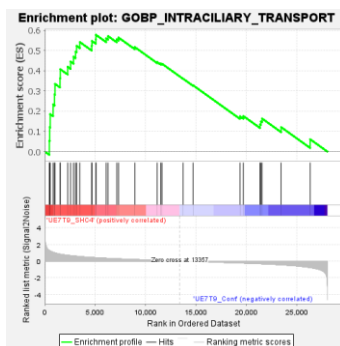

NOM p-value = 0.0  
FDR q-value = 0.0945674

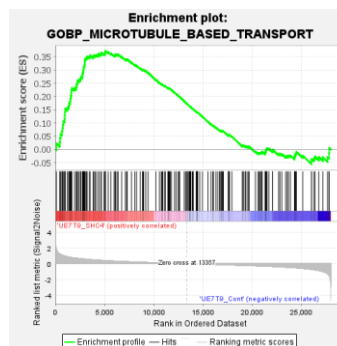

NOM p-value = 0.0  
FDR q-value = 0.11875

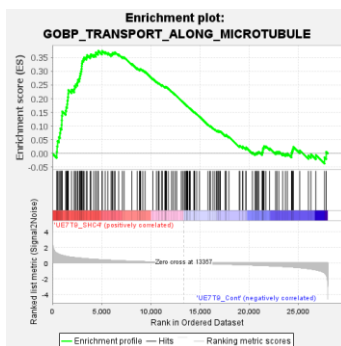

NOM p-value = 0.0  
FDR q-value = 0.10810811

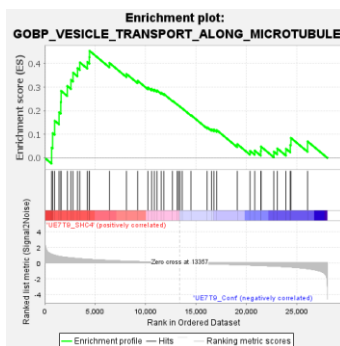

NOM p-value = 0.0  
FDR q-value = 0.086065575

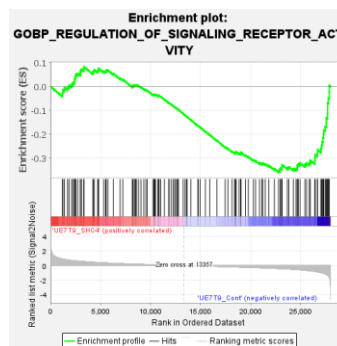

NOM p-value = 0.0  
FDR q-value = 0.0945674

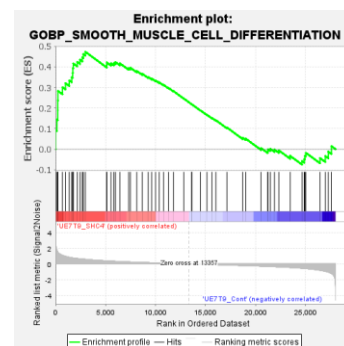

NOM p-value = 0.0  
FDR q-value = 0.08634538

## Supplementary Table S1

| GOID       | Description                                          | GeneRatio | BgRatio   | pvalue   | padj     | Count |
|------------|------------------------------------------------------|-----------|-----------|----------|----------|-------|
| GO:0097529 | myeloid leukocyte migration                          | 18/282    | 145/14579 | 3.85E-10 | 1.29E-06 | 18    |
| GO:0010469 | regulation of signaling receptor activity            | 28/282    | 397/14579 | 3.51E-09 | 3.34E-06 | 28    |
| GO:1990266 | neutrophil migration                                 | 13/282    | 80/14579  | 3.99E-09 | 3.34E-06 | 13    |
| GO:0097530 | granulocyte migration                                | 14/282    | 97/14579  | 4.95E-09 | 3.34E-06 | 14    |
| GO:0060326 | cell chemotaxis                                      | 20/282    | 215/14579 | 6.86E-09 | 3.34E-06 | 20    |
| GO:0050921 | positive regulation of chemotaxis                    | 15/282    | 117/14579 | 7.38E-09 | 3.34E-06 | 15    |
| GO:0030593 | neutrophil chemotaxis                                | 12/282    | 70/14579  | 8.51E-09 | 3.34E-06 | 12    |
| GO:0071621 | granulocyte chemotaxis                               | 13/282    | 85/14579  | 8.58E-09 | 3.34E-06 | 13    |
| GO:0050920 | regulation of chemotaxis                             | 18/282    | 176/14579 | 8.98E-09 | 3.34E-06 | 18    |
| GO:0032103 | positive regulation of response to external stimulus | 20/282    | 241/14579 | 4.74E-08 | 1.59E-05 | 20    |
| GO:0071622 | regulation of granulocyte chemotaxis                 | 9/282     | 41/14579  | 6.80E-08 | 2.07E-05 | 9     |
| GO:0030595 | leukocyte chemotaxis                                 | 16/282    | 161/14579 | 9.16E-08 | 2.55E-05 | 16    |
| GO:0030335 | positive regulation of cell migration                | 26/282    | 426/14579 | 2.36E-07 | 6.08E-05 | 26    |
| GO:0002688 | regulation of leukocyte chemotaxis                   | 12/282    | 95/14579  | 2.84E-07 | 6.80E-05 | 12    |
| GO:0008015 | blood circulation                                    | 26/282    | 436/14579 | 3.70E-07 | 7.84E-05 | 26    |
| GO:0003013 | circulatory system process                           | 26/282    | 438/14579 | 4.04E-07 | 7.84E-05 | 26    |
| GO:0040017 | positive regulation of locomotion                    | 27/282    | 468/14579 | 4.20E-07 | 7.84E-05 | 27    |
| GO:2000147 | positive regulation of cell motility                 | 26/282    | 439/14579 | 4.22E-07 | 7.84E-05 | 26    |
| GO:0050900 | leukocyte migration                                  | 22/282    | 335/14579 | 6.12E-07 | 0.000108 | 22    |

# Supplementary Table S2

How the deposited data were processed for this re-analysis (not part of the article)

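RNA of 3 UE7T-9 SHC4 and 3 UE7T-9 Cont samples was sequenced on a NovaSeq system by Novogene. Samples were grouped by the condition and replicate number in their labels, and the paper and the labels both give 3 libraries per group. The replicate numbers come from the sample labels. The paper describes no pairing, and whether the 3 libraries of a group were separate infections, clones or cultures is not settled by its text.

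The authors deposited a signal per gene and library, which is the gene count divided by 1 size factor per library (a normalized count). Genes are listed by Ensembl identifier. All values were whole multiples of the smallest nonzero value of the library, so the counts behind the deposited signal were recovered by division (100% of values whole). The size factors found this way were those of DESeq2's median-of-ratios method. The order of genes in the files followed the DESeq2 p-values of the recovered counts (Spearman's rho 0.9999965 across genes). The paper's text does not name the aligner, the counter, the genome build, the annotation or the software of the differential test. Its statistics section names Student's t-test with a threshold of 0.05 for all analyses, and gives no adjustment across genes. It names Novosmart for the volcano plot, clusterProfiler for GO enrichment and GSEA 4.2.3.

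The design set before the data were examined assumed counts and named edgeR as the test. As the files hold normalized values, the test set for that case was used. It was limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2(value + 1), for the 23040 genes with a mean value of at least 1. The 5141 genes below that mean were left out. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Gene sets were tested with limma's camera over 8 sets, and the set of Supplementary Table S2 also with a running-sum enrichment score and all 20 assignments of libraries to groups. Camera was run with its preset correlation between genes, which was not estimated from these libraries. Its p-values are too small where the genes of a set vary together more than that. Alternatives were DESeq2 1.42.0 on the recovered reads with its own filtering, library size scaling, no filter on low values, a mean of at least 10, a replicate block, pseudocount 0.1, no fold change threshold, limma's treat test, the fry test, other weights and scales of the enrichment score, and leaving out each library. After the data were seen, edgeR 4.0.16 (quasi-likelihood), limma-voom, TMM normalization and DESeq2 without its filters were added, as well as library size scaling for the camera tests. The closing section gives their effect. The tests were tested on simulated counts drawn independently from the means and dispersions of these libraries. In them, 200 genes with a mean of at least 50 were changed by 2 on the log2 scale. Variation that the genes of a library share was not simulated, so the recovery need not hold for the real libraries. limma recovered 98.5% of them, edgeR 97% and DESeq2 98%.

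The rule for naming genes was set before the data were examined. It covers the genes the paper names with these data or the SHC4 pathway (SHC4, STAT5A, STAT3, EGFR, IGF1R, MUSK and DICER1), SHC1, SHC2 and SHC3, members of the gene sets past the threshold, and up to 5 genes per direction with the largest change among called genes whose groups do not overlap. Only 2 genes were called lower. No member of the gene sets passed in limma, so members that DESeq2 called are named as such. Any other gene was chosen after its values were seen.

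Recovered depth ranged from 18144993 to 27721397 reads per library, with a median of 20494310 in UE7T-9 Cont and 26347192 in UE7T-9 SHC4. A floor of 3 reads corresponds to a normalized count between 2.50 and 3.53. No pair of libraries was a duplicate. The mean chi-square per gene between pairs ranged from 14.5 to 163, where sampling noise alone gives 1. Symbols were found for 27968 identifiers (99.2%). Positions are from GENCODE 29 on GRCh38 and were matched by identifier, since the build of the files is not stated. GO annotation and the sets of Supplementary Figure S5 were not used here, and neither were the scratch, MTS, Western blot and DCB experiments, which the files do not cover.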

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

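Among the tests in this part, the search for 25-mers shared with SHC4 was chosen after its results were seen. The others were set before their results were computed.

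The paper discusses SHC4 and the migration genes. Outside these, 4 genes met the naming rule with a signal in UE7T-9 SHC4 above that of UE7T-9 Cont. The mean normalized count in UE7T-9 SHC4 was 38.6 for AC068305.1 (ENSG00000257288), 66.9 for CHST15, 180.4 for ZCWPW2 and 189 for CLEC11A. Each was higher in 3 of 3 libraries than in every control, which the naming rule required. All 4 had limma adjusted p-values from 0.0679 to 0.102 without UE7T-9 SHC4 replicate 2 or 3, and below 0.05 without any other library. One technical explanation is that reads of the abundant SHC4 transcript were assigned to these genes. AC068305.1, CHST15, ZCWPW2 and CLEC11A shared 0 of their 25-mers with SHC4 transcripts, against this explanation. A second is a change of the surrounding chromosome region, such as an inserted vector would give. Within 500 kb of AC068305.1, 0 of 3 other genes with a mean of at least 1 had a DESeq2 adjusted p below 0.05. The counts were 0 of 4 for ZCWPW2, 0 of 2 for CHST15 and 0 of 18 for CLEC11A. At an unadjusted p below 0.05 there was 1 such gene near AC068305.1, 1 near ZCWPW2, 0 near CHST15 and 0 near CLEC11A. The log2 fold changes near AC068305.1 ranged from 0.20 to 2.03, so all 3 neighbours were higher. Those of the 2 neighbours of CHST15 were also above 0 (0.096 to 0.504). The signs were mixed near ZCWPW2 (-0.448 to 0.03) and CLEC11A (-1.26 to 1.70). Few neighbours had reads for the first 3 genes, which limits this test. The test does not exclude an insertion that acts on 1 gene.

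AC068305.1 is a processed pseudogene that shares sequence with METTL15. METTL15 itself had a log2 fold change of -0.10, so a rise of the parent gene does not account for the pseudogene. It had 0 reads in UE7T-9 Cont, although METTL15 was expressed there with a mean normalized count of 510.

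All libraries were also thinned to the 18144993 reads of the smallest one, and limma then made 14 calls (11 higher and 3 lower), of which 13 were among the 14 at full depth, so most of the calls do not follow from the deeper sequencing of UE7T-9 SHC4. The real grouping was the only 1 of 4 comparable splits of the 6 libraries to give as many limma calls. These 4 splits part all same-numbered libraries, and the 6 others, which part 1 same-numbered pair, gave 0 calls each, with 278 to 2634 genes at an unadjusted p below 0.05 (3323 in the real grouping). With 3 libraries against 3, no count of splits can rule out chance. A separate origin of UE7T-9 SHC4 and UE7T-9 Cont, such as growth from different founder cells, was not tested, so an effect of SHC4 on these genes cannot be told apart from it.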

How the results depend on the processing

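The alternatives were set before the data were examined, except where said otherwise. Numbers of called genes moved with the test and the libraries. Against 12 higher and 2 lower in limma, DESeq2 gave 170 and 185, library size scaling 22 and 6, no filter on low values 31 and 9, and the replicate block 25 and 14. The treat test gave 5 and 2, pseudocount 0.1 gave 11 and 1, a mean of at least 10 gave 11 and 2, and no fold change threshold gave 13 and 2. Of the alternatives added after the data were seen, DESeq2 without its filters gave 139 and 159, TMM normalization 20 and 4, edgeR 9 and 1, and limma-voom 8 and 1. With each library left out, the counts ranged from 1 to 367 higher and from 0 to 339 lower. The 0 came without UE7T-9 Cont replicate 2, where 2269 genes had an unadjusted p below 0.05. The cause was not tested except for UE7T-9 Cont replicate 1, under the other observations. Of the 14 genes called, 13 were also called under the replicate block and 14 by DESeq2.

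SHC4 kept its direction and its call in DESeq2, edgeR and limma-voom, under both other scalings, both filters, the replicate block and pseudocount 0.1, and with each library left out. Single genes were not followed under the treat test or under DESeq2 without its filters. STAT5A kept its direction in the same fits, with a log2 fold change of 0.85 and an adjusted p of 0.0257 in DESeq2, and from 0.75 to 1.13 with each library left out. Its adjusted p ranged from 0.00571 to 0.588 over these fits. Library size scaling, which moved the median of all genes to -0.10 on the log2 scale, took STAT3 (-0.035), EGFR (-0.077) and SHC1 (-0.0409) below 0. These 3 genes moved with all genes, so their direction relative to the median gene did not change. With each library left out, the log2 fold change crossed 0 for EGFR (-0.0676 to 0.18), MUSK (-0.26 to 0.11), SHC1 (-0.0216 to 0.13) and SHC2 (-0.23 to 0.56). None of these 5 genes had an adjusted p below 0.05 in any of the fits. For 14 other genes (STAT3, EGFR, IGF1R, MUSK, DICER1, SHC1, SHC2, SHC3, AC068305.1, CHST15, ZCWPW2, CLEC11A, HEPH and LINC02582), changes of direction and crossings of an adjusted p of 0.05 were counted. Under alternatives that kept all libraries, 115 values showed neither and 3 changed sign with the shift of all genes. Another 3 rose above 0.05 (LINC02582 in edgeR and limma-voom, and HEPH with pseudocount 0.1), and 1 fell below it. Of 84 values with a library left out, 62 were the same, 12 rose above 0.05, 1 fell below it and 9 reversed. The values that fell below 0.05 were those of IGF1R in DESeq2 and in limma without UE7T-9 Cont replicate 1. Their log2 fold changes of 0.52 and 0.61 did not pass the threshold of 1, so neither was a call. The causes of the other changes were not tested. Genes named because DESeq2 called them, or after their values were seen, were not followed under these alternatives.

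The enrichment score of the Table S2 set stayed positive, from 0.0914 (weight 0) to 0.442 (log2 values), and its camera adjusted p stayed above 0.05 under every alternative run. The fry test took the adjusted p above 0.05 for chemokine ligands (0.184), cytokines and growth factors (0.193), IFT genes (0.0948), kinesins (0.0948) and proliferation markers (0.193). Library size scaling gave 0.111 for cytokines and growth factors and TMM normalization 0.0501 for kinesins, both added after the data were seen. With each library left out, the camera adjusted p ranged from 0.00167 to 0.0668 for chemokine ligands, from 0.022 to 0.235 for cytokines and growth factors, from 0.0109 to 0.172 for kinesins, from 5.44e-07 to 0.138 for proliferation markers and from 0.000425 to 0.022 for IFT genes. Collagens had no adjusted p below 0.05 in these fits, and their camera direction turned from lower to higher with a mean of at least 10 (0.87), the replicate block (0.989), library size scaling (0.817), and in some of the fits that left out a library (0.08 to 0.94). The causes were not tested.

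The replicate block, whose pairing rests on the sample numbers, kept the direction of the camera result for all sets but collagens. DESeq2 size factors were listed as an alternative, but the deposited values already carry them, so no separate fit was run. Depth limits genes with few reads: the floor of 3 reads is a normalized count of 2.50 to 3.53. The fold changes given as "at least" (AC068305.1, CHST15, HEPH and LINC02582) are lower bounds set by this floor. Fitted log2 fold changes of genes at the floor, such as that of COL19A1, are estimates and not lower bounds.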

Differences from the paper's values

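The paper's number of upregulated genes is 170, and limma called 12. The paper's number of downregulated genes is 185, and limma called 2. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 170 and 185, and none of the others came within 1.5 times of either number. The alternative closest to them after DESeq2 was DESeq2 without its filters (139 and 159), which was chosen after seeing the values.

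The largest running score in the paper's Supplementary Table S2 is 0.310, and the enrichment score computed here was 0.263. The gap is larger than the SD of 0.0301 over the 6 fits that each left out a library. Restricting the ranking to genes with a mean value of at least 1 gave 0.296, leaving out UE7T-9 Cont replicate 1 gave 0.289 and leaving out UE7T-9 SHC4 replicate 2 gave 0.2965, all within that SD of the paper's score. The fits that left out a library do not account for the paper's score, since ratios from all 6 libraries equalled the paper's for most of the set. The filter on the mean does not account for it either. The paper ranks SRPX2 at 27877, beyond the 23040 genes with a mean of at least 1. The other alternatives set before the data were examined did not come within that SD. The ratios of 55 of the 57 genes equalled the paper's to 3 decimals, but MIR27B (2.48 here, 2.01 in the paper) and NOS3 (-0.82 here, -0.05 in the paper) did not. STAT5A ranked 616 here and 526 in the paper, and HDAC7, where both scores peaked, ranked 6379 here and 5159 in the paper.

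The paper describes the endothelial migration set as significantly enriched in UE7T-9 SHC4. Here the exact one-sided permutation p was 0.15, and it reached 0.05, the smallest possible, on log2 values and with genes of a mean of at least 1. The paper hypothesizes that SHC4 overexpression induces STAT5A upregulation. STAT5A was higher in 3 of 3 UE7T-9 SHC4 libraries here with an adjusted p of 0.162, and DESeq2 (0.0257) and limma without UE7T-9 Cont replicate 1 (0.00571) put it below 0.05, in a range from 0.00571 to 0.588 over the alternatives.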

Other observations

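In this part, the tests of a mixed sample and of a batch shared by the first replicates were chosen after the results were seen. The other tests were set before their results were computed. For each result, 4 splits of the 6 libraries part all same-numbered libraries, the real one included. The 6 other splits part only 1 same-numbered pair. With 4 or 10 splits, no result can be set apart from chance at 0.05.

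UE7T-9 Cont replicate 1 resembled UE7T-9 SHC4 replicate 1 more than the other controls did, with a chi-square per gene of 33.9 against 112 and 163. For UE7T-9 SHC4 replicates 2 and 3, UE7T-9 Cont replicate 2 was closer by this measure (90.9 and 62.4, against 104 and 92.1 for UE7T-9 Cont replicate 1), while the correlation of log2 values placed UE7T-9 Cont replicate 1 closest by small margins (0.969 against 0.966, and 0.9684 against 0.9676). Leaving it out raised the limma calls from 14 to 706, of which 278 were among the 355 genes called by DESeq2. In 72.4% of the 355 genes, this library was the control closest to UE7T-9 SHC4, where 1 in 3 is expected by chance, so much of the spread within UE7T-9 Cont at these genes lies along the difference between the groups. A mixed or exchanged sample is one candidate explanation, but its SHC4 value was 0.0415% of the UE7T-9 SHC4 mean and the lowest of the 3 controls, which goes against it. A bias by GC content or transcript length is another. After correction for both, its correlation with UE7T-9 SHC4 replicate 1 still exceeded that with UE7T-9 Cont replicate 2 by 0.0115. A batch shared by the first replicates could also bring them together. Over 12678 genes with a mean of at least 50, their deviations from the group means correlated at 0.409, and UE7T-9 Cont replicate 2 and UE7T-9 SHC4 replicate 3 correlated at 0.517. The resemblance cannot be told apart from such a batch, nor from shared culture conditions that do not follow the replicate numbers.

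The real grouping gave the most DESeq2 calls of the 4 comparable splits (355 genes in 1 of 4). The other 3 gave 0, 2 and 14, with 126, 315 and 1272 genes at an unadjusted p below 0.05 (2929 in the real grouping). Of the 6 splits that part 1 pair, the one that set UE7T-9 Cont replicate 1 with UE7T-9 SHC4 replicates 1 and 2 gave 158.

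Proliferation marker genes were lower in UE7T-9 SHC4 (26 of 28 genes, 27 under library size scaling and 26 under TMM normalization, median log2 fold change -0.25, camera adjusted p = 0.000449), while the paper reports no significant difference at the later times of its MTS assay. The value after correction for GC content and length was 0.000795, and the real grouping was the only 1 of 4 comparable splits with a camera p as small. Over all 10 splits it was 1 of 2, and the other set UE7T-9 SHC4 replicate 1 with UE7T-9 Cont replicates 1 and 3. That split gave a far smaller camera p than the real grouping (3.54e-12 against 5.62e-05). The split of UE7T-9 SHC4 replicate 1 with UE7T-9 Cont replicates 1 and 2 came close (6.43e-05). So did that of UE7T-9 SHC4 replicate 3 with UE7T-9 Cont replicates 1 and 3 (0.000129). The real grouping therefore does not stand out. The difference depends on UE7T-9 Cont replicate 1, since 17 of 28 genes were lower without it (adjusted p = 0.138), and fry gave 0.193, in a range from 5.44e-07 to 0.193 over the alternatives. The mean log2 value of the set overlapped between groups (10.856 to 11.302 in UE7T-9 Cont, 10.684 to 11.004 in UE7T-9 SHC4). Each UE7T-9 SHC4 library lay below the control of the same number, and the replicate block gave a camera adjusted p of 0.000118. Whether the numbers pair the libraries is open. A slower cycle of UE7T-9 SHC4 cells may underlie the difference, but without a settled pairing the spread among the controls cannot be told apart from that.

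IFT genes were higher in UE7T-9 SHC4. A candidate explanation is that cells that cycle less assemble more cilia. With the mean of the proliferation markers as a covariate, the IFT adjusted p was 0.0279, so the markers do not fully account for the difference. After correction for GC content and length it was 0.000572. As many as 2 of 4 comparable splits gave a camera p as small for IFT genes. Only library means of 3 against 3 stand behind it, so chance remains.

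Chemokine ligand genes were lower, with an adjusted p of 0.00965 after correction for GC content and length and 0.00232 with the proliferation covariate. Of the 4 comparable splits, 2 gave a camera p as small. The other exchanged UE7T-9 Cont replicate 3 and UE7T-9 SHC4 replicate 3 and gave a smaller value than the real grouping. Cytokines and growth factors gave 0.0356 after the same correction and 2 of 4 splits. Kinesins gave 0.0392 and 1 of 4. Over all 10 splits, the counts were 3 for chemokine ligands, 3 for cytokines and growth factors and 2 for kinesins. The other split for kinesins set UE7T-9 SHC4 replicate 3 with UE7T-9 Cont replicates 1 and 3. Its camera p of 0.0163 was smaller than the 0.0264 of the real grouping. A lower chemokine expression in UE7T-9 SHC4 is therefore a hypothesis, and a chance division of the 6 libraries could also produce the difference.

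Other sets also moved with the proliferation covariate, and they are named after their values were seen. Kinesins no longer passed (adjusted p = 0.386, limma camera), and cytokines and growth factors still did (0.0067). Collagens were higher with it (0.0279), unlike in the fit without the covariate (0.809). The covariate overlapped between the groups, with a correlation with group of -0.645 over the 6 libraries, so the difference in kinesins was not told apart from one in proliferation.

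The paper hypothesizes that SHC4 acts through STAT5A. As a check, 12 STAT5 target genes listed by symbol were tested. Of these, 9 were higher (7 under library size scaling, 9 under TMM normalization), with a median log2 fold change of 0.20 and a camera adjusted p of 0.162, and 4 of 4 comparable splits gave a camera p as small. A rise of these targets was therefore not detected. Among the collagen genes, DESeq2 called COL19A1 (log2 fold change -5.39, DESeq2 adjusted p = 0.00029, limma adjusted p = 0.098), COL13A1 (-1.93, 0.00138 and 0.148) and COL24A1 (-1.57, 0.0164 and 0.182) lower and COL14A1 (1.33, 0.0142 and 0.241) higher in UE7T-9 SHC4. COL19A1 lay below the floor of 3 reads in all 3 UE7T-9 SHC4 libraries (0.83 to 1.16), so the size of its fitted change is uncertain. For collagen genes and for the Table S2 set, 4 of 4 splits gave a camera p as small, and for the enrichment score of that set 2 of 4 gave a score as far from 0.

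Among genes with a normalized count of at least 10 in every library of one group and at most 1 in every library of the other, the real grouping had 3, and it was the only 1 of the 4 comparable splits with as many. They were AC068305.1, ZDHHC15 (ENSG00000102383, 0 to 0.984 in UE7T-9 Cont and 14.0 to 22.9 in UE7T-9 SHC4) and LINC02582. ZDHHC15 was chosen after its values were seen. Genes that are on in one group and off in the other could reflect separate founder cells of UE7T-9 SHC4 and UE7T-9 Cont as well as SHC4. Whether the libraries of a group come from separate infections is not settled, and these explanations were not told apart here.

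Of the receptors and relatives the paper discusses, IGF1R was higher in 3 of 3 libraries (log2 fold change 0.53, limma adjusted p = 0.18, DESeq2 adjusted p = 0.0426, from 0.0356 to 0.588 over the alternatives). EGFR (0.03), STAT3 (0.07), MUSK (-0.05), DICER1 (-0.13), SHC1 (0.06), SHC2 (0.15) and SHC3 (-0.71) had limma adjusted p-values between 0.424 and 0.971.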
